A study of Homo sapiens with 6 samples. Its data were reported in "Atypical plant homeodomain of UBR7 functions as an H2BK120Ub ligase and breast tumor suppressor" (2019).

How the data were processed

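Gene expression was measured by RNA sequencing of MCF10A cells in 6 libraries, 3 controls and 3 with an shRNA against UBR7. Libraries were assigned to groups from their titles, which also number the replicates. Columns of the table of the whole series were matched to libraries by the presence of "Sh" (the columns read "Sh4") and the replicate number in the column name. Total RNA was extracted with a column kit after puromycin selection of the cells. The labels name a TruSeq RNA kit for the libraries and the study's methods an Illumina mRNA-Seq kit, so how RNA was selected is not known, which bears on the list of non-polyadenylated RNAs.

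The authors aligned reads with TopHat2 2.0.14 and a Bowtie2 2.2.3 index to hg19 with UCSC annotation, without strand and with 1 alignment kept per read. They counted reads per gene with featureCounts and normalized and compared the groups with DESeq2. Versions of the last 2 tools were not given in the sources used here. The deposited values per library are a signal, namely gene counts that the authors divided by a DESeq2 size factor for each library. The authors' table also gives a log2 fold change with its SE, a Wald score, and a p-value with its adjusted value per gene. It lists 14027 rows, each with a mean normalized count above 30, so genes under that level were not analysed here. In 22 rows (0.157%) the symbol had been turned into a date. These name no gene and were left out, which leaves 14005 genes. A second table holds the authors' differential genes.

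Each normalized count was a whole multiple of 1 step per library, from 0.894 to 1.20 normalized counts, to within 3.96e-09 reads for 100% of values at a tolerance of 1e-06. Multiplying back gave whole reads, between 23450268 and 37080587 per library over the listed genes, which is less than full depth. Reads carry no molecular identifiers. Replicates of a group had Pearson correlations of at least 0.996 on the log2 scale, and chi-square statistics per gene between 2.53 and 6.12, above the value of sampling noise alone, so each library counted once. The common biological coefficient of variation was 0.0389 in edgeR.

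The design written before the data were examined named edgeR's quasi-likelihood test on counts as the main test, and limma if the files held normalized values. As they did, limma 3.58.1 in R 4.3.3 was run on log2(value + 1) with a mean-variance trend, with the group as the only term and all 6 libraries. Fold changes are on that scale, which understates the change of genes with low values. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Count tests on the recovered reads (edgeR 4.0.16, DESeq2 1.42.0 and limma-voom) were alternatives, and edgeR with TMM factors called 2691 rises and 2259 falls. All 2386 rises of limma were among the former, and each of the 2259 falls was among those of limma. edgeR's own low-count filter would remove 0 genes.

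The 43 gene lists were written before the data were examined, and cover pathways, complexes, mammary cell types, other cell types and RNA quality. Lists with at least 5 tested members (42 of 43) were tested with limma's camera at a preset correlation of 0.01 and again with an estimated one, each adjusted over the lists. At the preset correlation 28 lists passed, and 2 with the estimated one. 3 further lists were added later for the closing part. The text names UBR7, the 10 largest rises and 10 largest falls among called genes with a mean of at least 5 CPM and no overlap between groups, leaving out symbols that start with MIR, SNOR, SCARNA or LOC. It also names genes of the study's text (30 of 33 are listed) and up to 4 called members of each list.

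The alternatives were other scalings (TMM, median of ratios, upper quartile, library totals), other tools, no filter or a filter at 1 CPM in 3 libraries, pseudocounts of 0.5 and 5, no trend, a replicate block, each library left out in turn, edgeR's glmTreat, an adjusted p under 0.01 with a fold change over 2, and an unadjusted p under 0.01. The pseudocounts, limma with library totals, limma without a trend, limma with a block and edgeR with TMM were chosen after seeing the data, as were the adjusted p and the leave-one-out fits at the study's thresholds.

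The tests were run on simulated counts for 14005 genes with the means, dispersions and library sizes of these libraries and 200 changed genes. For this comparison limma recovered 77.6% of genes changed 1.3-fold, 98.5% of those changed 2-fold and 100% of those changed 4-fold, with 6 of 13805 unchanged genes called at the adjusted p. camera found the planted list and called 0 of 200 unchanged lists. Simulated genes varied independently and only the 200 changed, whereas 10894 genes passed the adjusted p in the real comparison. The simulation therefore cannot show how often the preset correlation calls lists of genes that vary together. Positions come from GENCODE 44 mapped to GRCh37, the build of the authors' alignment. Symbols were matched to it for 12749 genes (91.0%), older symbols included, and a transcript with GC content and length was found for 89.4%. Hairpin targets were matched to chromosome 14 of GRCh37.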

Results

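RNA sequencing was used to profile MCF10A cells, an established non-tumorigenic human mammary epithelial line, with and without a short hairpin RNA (shRNA) against UBR7. UBR7 is a UBR-box protein that the study described as a ubiquitin ligase for histone H2B. The series held 3 control libraries and 3 UBR7-shRNA libraries. The authors' normalized counts could be turned back into whole reads, which came to 33946907, 37080587 and 33281233 in control replicates 1 to 3. The UBR7-shRNA libraries held 31380361, 23450268 and 29400115 reads over the same 14005 genes. The 10 most abundant genes took 11.3% of the reads in each control library and between 13.7% and 13.9% in the UBR7-shRNA libraries. RPPH1, the RNA component of ribonuclease P, held between 2.19% and 2.23% of reads in control libraries and between 4.01% and 4.35% in UBR7-shRNA libraries. The labels do not say that the libraries came from separate cultures, so the p-values measure the spread between these libraries, which may be technical.

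The targeted gene was examined first, since its level checks the labels. UBR7 fell from 1369 ± 15.3 normalized counts in control cells to 225 ± 22.8 in UBR7-shRNA cells (SD, n = 3 each). The control libraries held 1384, 1353 and 1369 normalized counts of UBR7, and the UBR7-shRNA libraries held 251, 217 and 208. This was a log2 fold change of -2.60 ± 0.0740 (SE), with a limma adjusted p of 4.39e-26, and 16.5% of the control level remained. UBR7 lies on chromosome 14 from 93673586 to 93695561 in GRCh37, on the plus strand. The study's methods list a pair of hairpins. Its figure legends name UBR7-sh1 for RNA sequencing and a scrambled hairpin for the control, while the labels name neither and the columns of the deposited table call the hairpin "Sh4", so these libraries may carry another hairpin than the pair mapped here. The UBR7-sh1 target CAGTGCACCCAGGGTTATTTG matched 93693622 to 93693642, in the 3′ UTR within exon 11 of 11. The UBR7-sh2 target GCTTAAAGCTAAGCAGCTTAT matched 93685617 to 93685637, in coding sequence of exon 8.

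In UBR7-shRNA cells, complement and interferon-stimulated genes were among the largest rises, and genes of DNA replication and division were among the largest falls. C1S, a protease that starts the classical complement pathway, went from 137 ± 11.5 to 3769 ± 28.0 normalized counts (SD, n = 3), a log2 fold change of 4.77 ± 0.0655 (SE). C1R, its partner protease, went from 675 ± 52.0 to 15343 ± 369 normalized counts, a log2 fold change of 4.51. At an adjusted p under 0.05 and a fold change over 1.5 (limma), 2386 genes rose and 2605 fell among the 14005 tested. The adjusted p alone was passed by 10894 genes (77.8%). The groups' libraries did not overlap for 79.0% of genes, where chance gives 10%.

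The named genes with the largest changes had a mean of at least 5 CPM (counts per library scaled to a common total). XAF1, RSAD2 and IFI6, which are interferon-stimulated genes, rose by log2 fold changes of 5.30, 4.21 and 4.02. The other rises of this size were GALNT15 (4.97), the matrix metalloproteinase MMP7 (4.75), CHI3L2 (4.27), the acute phase gene SAA2 (4.21) and GPNMB (3.98). The largest falls were in GSDMA (-5.27), the non-coding RNA SFTA1P (-5.16), CDH4 (-3.96) and SERPINB13 (-3.90). BIRC5, RRM2, MYBL2, UHRF1 and MCM10, which act in DNA replication or division, followed with log2 fold changes of -3.66, -3.66, -3.65, -3.65 and -3.62. FADS2, a fatty acid desaturase, fell by 3.59 on the log2 scale. SAA2 shares near-identical sequence with SAA1. Annotated gene spans overlap for CHI3L2 and DENND2D, C1R and C1RL, C1S and LPCAT3, RSAD2 and CMPK2, and FADS2 with FADS1 and FEN1. C1R with C1RL and FADS2 with FEN1 lie on the same strand. The others lie on opposite strands, which unstranded counting cannot separate. Spans include introns and the authors counted with UCSC annotation, so whether these genes share counted reads was not tested.

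The split between rises and falls depended on how the libraries were scaled. Which was larger turned even with factors of the authors' type, estimated again on the recovered reads. The authors' DESeq2 with their own factors, in a version not given, had 2348 genes higher and 2576 lower. With library totals limma gave 4051 rises and 1407 falls, close to edgeR's counts below. Both argue for the scaling rather than the tool as the source of the turn. Median-of-ratios factors in edgeR gave 2624 rises and 2307 falls, DESeq2 gave 2603 and 2300, and limma-voom with TMM factors gave 2701 and 2258. Scaling to library totals (edgeR) moved the median log2 fold change of all genes by 0.296 and gave 4064 rises and 1408 falls, so that 74.3% of calls were rises in place of 47.8%. Upper-quartile factors moved it by 0.172 and gave 3287 rises and 1792 falls (64.7% rises). Directions of gene groups below are relative to the authors' scaling, and those whose median or balance of calls turned with another scaling are named.

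**Figure D1:**
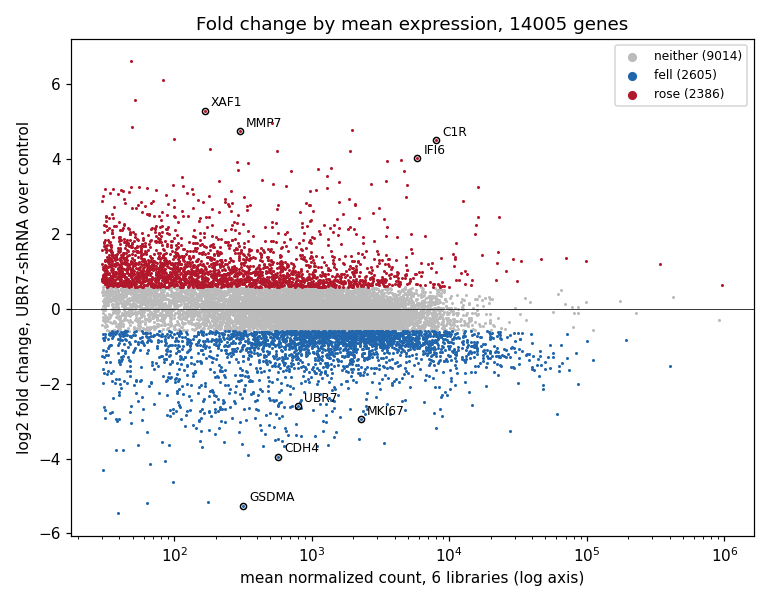
Log2 fold change of UBR7-shRNA over control (vertical axis) against the mean normalized count of the 6 libraries (horizontal log axis) for 14005 genes. Red points are the 2386 genes that rose, blue points the 2605 that fell, and open circles mark named genes such as UBR7 at -2.60 and C1R at 4.51.

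The study asked whether UBR7 restrains epithelial-mesenchymal transition (EMT), and its text names genes of this programme. CDH4, the retinal cadherin that the study followed, fell from 1073 ± 26.6 to 68.3 ± 6.56 normalized counts (SD, n = 3), a log2 fold change of -3.96 ± 0.0990 (SE, limma adjusted p 1.05e-27). It lies on chromosome 20 from 59827317 to 60515673 in GRCh37. CDH13 fell by 1.28 and CDH2, the neural cadherin, fell by 0.93 on the log2 scale. Among 10 measured cadherins, 3 rose and 4 fell, with a median of 0.05, a mean of -0.39 and a camera adjusted p of 0.258. With library totals 5 rose and 3 fell. The study named cell adhesion as enriched in these libraries, so lists of adhesion genes are not independent evidence. The epithelial markers went both ways. KRT18, a simple-epithelial keratin, fell by 1.76 on the log2 scale, while the tight junction gene CLDN1 rose by 1.48. CLDN7 was at 0.30 and CDH1, the epithelial cadherin, at -0.24. Both passed the adjusted p but not the fold limit, and when libraries were scaled to their totals CLDN7 passed both at 0.60 and CDH1 changed sign to 0.05. Of 27 epithelial genes, 10 rose and 2 fell (camera adjusted p 0.00898, and adjusted p = 0.188 with an estimated correlation). CLDN4, a tight junction gene, was among the rises at 1.90.

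Mesenchymal genes named by the study went both ways as well. VIM, the intermediate filament vimentin, fell by 1.48 and the transcription factor SNAI2 fell by 1.05 on the log2 scale. TWIST1, another transcription factor of EMT, rose by 1.03. ZEB1 was at 498 ± 37.5 normalized counts in control and 555 ± 41.8 in UBR7-shRNA cells (SD, n = 3), and did not pass the adjusted p in limma (0.0588). Over 20 alternative settings the adjusted p of ZEB1 ranged from 1.90e-06 to 0.295. In the list of 29 mesenchymal genes 15 fell and 9 rose, with TAGLN (-2.89) among the falls and DCN (2.19) among the rises. Camera gave this list an adjusted p of 0.239, and of 0.0193 when libraries were scaled to their totals (adjusted p = 0.308 with an estimated correlation under the authors' scaling). SNAI1 was not analysed here.

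The Wnt/β-catenin pathway was the second programme that the study followed. MMP7, a β-catenin target, rose from 20.7 ± 2.93 to 580.01 ± 34.4 normalized counts (SD, n = 3). DKK1, a secreted Wnt inhibitor, rose from 236 ± 35.1 to 819 ± 49.7 normalized counts, a log2 fold change of 1.80 ± 0.0887 (SE, limma adjusted p 3.60e-19). CTNNB1, which encodes β-catenin, fell by 1.14 on the log2 scale, and log2 fold changes were -0.73 for MYC and -0.63 for CCND1, which also fell. CCND1 was under the fold limit with edgeR's TMM factors (-0.56), in DESeq2 (-0.57) and with library totals (-0.33), and MYC with library totals (-0.43). The receptors FZD2 and FZD3 rose by 0.83 and 0.59, and FZD3 was under the fold limit without control replicate 1 (0.55) or control replicate 3 (0.58). AXIN2 rose by 0.85 from a low level of 22.3 ± 4.30 normalized counts, and that call was lost without UBR7-shRNA replicate 2 (adjusted p 0.0653, with a range over 20 settings of 2.80e-04 to 0.0653). DVL2 (0.40) and PTGS2 (0.16) passed the adjusted p but not the fold limit, which DVL2 passed with library totals (0.69). LRP5 (0.06), LRP6 (-0.02) and BTRC (-0.09) did not pass it, and GSK3B, at -0.14, passed it under the fold limit. LRP6, BTRC and GSK3B changed sign when libraries were scaled to their totals. WNT3A and ROR2 were not analysed here. Of 32 Wnt pathway components 5 rose and 5 fell, of 19 Wnt inhibitors 4 rose and 3 fell, and of 19 β-catenin targets 8 rose and 5 fell. These counts moved with the scaling. With library totals 13 components rose and 3 fell, 6 inhibitors rose and 1 fell, and 8 targets rose and 3 fell, and with TMM factors 8 components rose and 5 fell. The camera adjusted p-values were 0.411, 0.812 and 0.451.

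**Figure D2:**
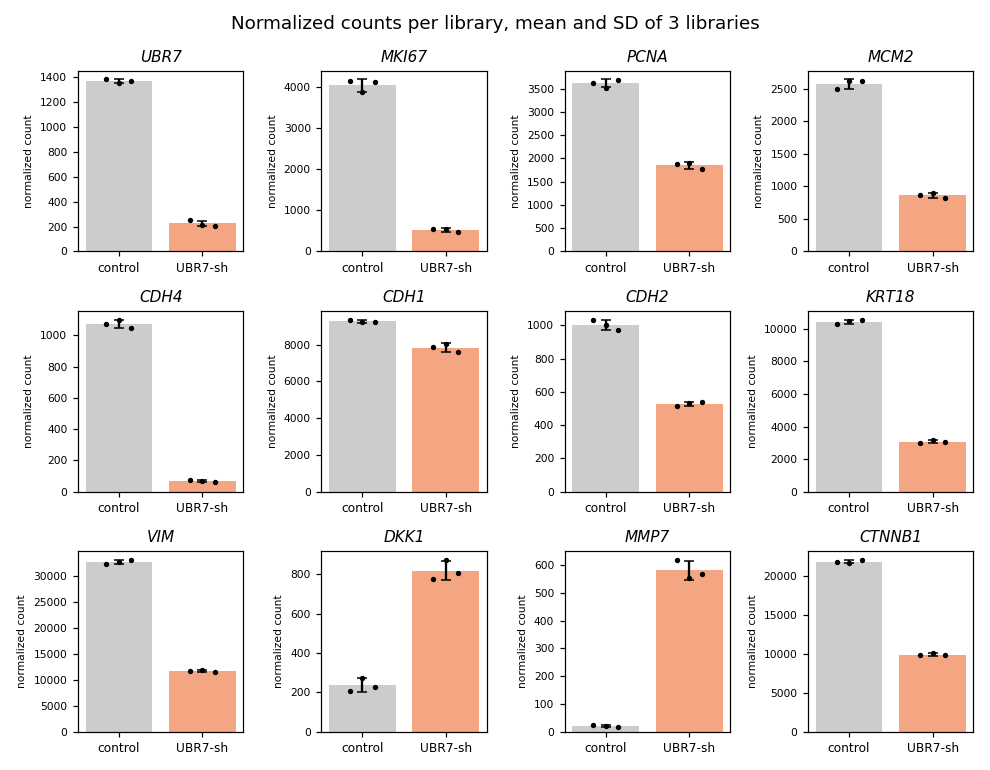
Normalized counts (vertical axes, from 0) of 12 genes in control (grey) and UBR7-shRNA (orange) libraries, with bars for the mean, error bars for the SD of 3 libraries and points for single libraries. MKI67, PCNA, MCM2, CDH4, KRT18 and VIM were lower and DKK1 and MMP7 higher in every UBR7-shRNA library.

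Genes of the cell division cycle fell as a group. MKI67, the proliferation antigen Ki-67, fell from 4047 ± 148 to 522 ± 40.0 normalized counts (SD, n = 3), a log2 fold change of -2.95 ± 0.0526 (SE, limma adjusted p 5.96e-32). MCM2, a subunit of the replicative helicase, fell by 1.58 and PCNA, the polymerase clamp, fell by 0.96 on the log2 scale. Of 44 S-phase genes 36 fell, with a median of -1.28, and CDC45 (-3.56) and CDC6 (-3.10) were among the falls beside RRM2 and UHRF1. Of 55 genes of G2 and M phase 48 fell, with a median of -2.23, among them CDC20 (-3.38), DLGAP5 (-3.27) and HJURP (-3.12). Camera gave adjusted p-values of 7.10e-13 and 4.92e-20, and adjusted p-values of 0.0678 and 0.0297 with an estimated correlation. Of 58 replication-dependent histone genes 41 fell and 1 rose (camera adjusted p 2.05e-09, and adjusted p = 0.0973 with an estimated correlation). HIST1H3G was among the falls at -3.47. The study named cell cycle and chromatin assembly as enriched in these libraries, so the cell-cycle and histone lists are not independent evidence. Histone genes have near-identical copies, so counts of single members are uncertain. Of 29 p53 targets 2 rose and 1 fell, and 19 more passed the adjusted p under the fold limit. With library totals 8 of the p53 targets rose. The camera adjusted p of that list was 0.120, and 0.00363 when libraries were scaled to their totals, 0.0128 with upper-quartile factors and 0.0491 in limma-voom (adjusted p = 0.284 with an estimated correlation under the authors' scaling).

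Interferon-stimulated genes rose together. Of 55 measured members 52 rose, with a median log2 fold change of 1.91, which is a 3.77-fold rise (camera adjusted p 3.38e-30, and adjusted p = 0.0154 with an estimated correlation). IFI6 went from 681 ± 34.4 to 11050.5 ± 619.6 normalized counts (SD, n = 3). IFI27, another interferon-stimulated gene, rose by 3.75. In the inflammatory list, 17 of 36 members rose and 6 fell (camera adjusted p 4.11e-04, and adjusted p = 0.0973 with an estimated correlation). The acute phase gene SERPINA3 (3.26) and complement factor CFB (3.96) were among the rises, and CSF3, a growth factor of granulocytes, fell by 3.24 on the log2 scale. Of 23 immediate early genes 11 rose, EGR2 by 2.79 and EGR3 by 2.32, and 2 fell, with KLF10 at -1.59 (camera adjusted p 3.72e-05, and adjusted p = 0.215 with an estimated correlation). Genes that follow EGF and ERK signaling fell in 17 of 29 cases and rose in 3, with ETV4 at -3.17 and PHLDA1 at -2.43 (camera adjusted p 1.70e-04, and adjusted p = 0.0973 with an estimated correlation). Markers of other cell types moved both ways. Of 5 leukocyte markers 2 rose and 1 fell, with CSF1R at 1.15 and CD68 at -0.68, or -0.38 and under the fold limit with library totals. Of 5 fibroblast markers 3 rose and 1 fell, with DCN at 2.19 and FAP at -2.30. Of 3 endothelial markers, too few for camera, KDR rose by 1.78 and the other 2 fell, while 1 rose and 1 fell with library totals. The leukocyte and fibroblast lists had camera adjusted p-values of 0.205 and 0.167.

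Lipid synthesis genes fell. Of 25 sterol synthesis genes 23 fell, with a median of -1.93, and ACAT2 (-2.82), HMGCS1 (-2.77), FDPS (-2.68) and MVD (-2.67) were among them. The study named sterol synthesis as enriched in these libraries, so this list is not independent evidence. Of 21 fatty acid synthesis genes 14 fell, with SCD at -3.27, and 1 rose. Camera gave adjusted p-values of 5.49e-15 and 1.37e-05, and an adjusted p of 0.0973 for both lists with an estimated correlation.

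The translation machinery fell as well. Of 83 cytosolic ribosomal protein genes 78 fell, with a median of -1.21, and RPL3 fell by 2.14 on the log2 scale. Of 42 translation factors 30 fell and 1 rose, with EEF1B2 at -1.72 and EEF1A1 at -1.53. The study had named translation as enriched here, so these lists are not independent evidence either. Ribosomal protein genes and EEF1A1 have many processed pseudogenes, so single values are uncertain. Falls were also counted for 39 of 59 ribosome biogenesis factors, 23 of 76 mitochondrial ribosomal proteins, 33 of 80 respiratory chain subunits, 15 of 22 tRNA synthetases and 27 of 49 spliceosome genes. With library totals the falls were 17, 5, 4, 7 and 16 in these 5 lists, 21 among translation factors and 71 among cytosolic ribosomal proteins. NOLC1 (-1.65), MRPL16 (-1.55), ATP5G1 (-1.52), WARS (-1.88) and SNRPA (-1.85) had the largest falls of these lists. For the lists in this paragraph camera gave adjusted p-values between 1.69e-28 (cytosolic ribosome) and 1.28e-05 (mitochondrial ribosome). With an estimated correlation, the adjusted p was 0.215 for cytosolic ribosomal proteins, 0.101 for translation factors, 0.308 for mitochondrial ribosomal proteins, 0.284 for the respiratory chain and 0.0973 for the other 3 lists.

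Several metabolic and stress lists held mostly falls. In the ATF4-linked amino acid list 22 of 34 genes fell and 3 rose, with PYCR1 at -1.85. Heat shock and chaperone genes fell in 14 of 24 cases, with the chaperonin gene CCT3 at -1.31, and 1 rose. In the hypoxia and glycolysis list 20 of 35 fell and 3 rose. GAPDH, a glycolytic enzyme, fell by 2.01 on the log2 scale, while ADM rose by 1.60. In the NRF2 list 13 of 24 fell and 3 rose, with FTL, which has pseudogenes, at 1.44. Camera gave adjusted p-values of 3.97e-06, 3.50e-04, 8.21e-05 and 0.00514 for these 4 lists, and adjusted p-values of 0.0973, 0.216, 0.137 and 0.215 with an estimated correlation. ER chaperones fell in 6 of 26 cases and rose in 1 (camera adjusted p 0.0987), and with library totals 2 fell and 4 rose. The falls in the hypoxia and glycolysis list were 12 with library totals. Genes often used as loading references were not stable. Of 18, 7 fell, among them GAPDH, PPIA (-1.28) and RPLP0 (-1.29), and 3 rose, among them B2M (1.34), with a camera adjusted p of 0.0987. With library totals 4 reference genes fell and 4 rose.

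Genes that anchor cells to the basement membrane were mostly lower. Of 12 hemidesmosome genes 9 fell, with ITGA3 at -1.63 and ITGB4 at -1.45 (camera adjusted p 5.12e-05). Of 18 integrin subunits 11 fell and 2 rose (camera adjusted p 6.65e-04). Both lists had an adjusted p of 0.0973 with an estimated correlation. Basal mammary markers fell in 12 of 24 cases, with KRT14 at -2.22 and S100A2 at -2.82, and 3 rose (camera adjusted p 0.00433, and adjusted p = 0.284 with an estimated correlation). Random lists matched on mean expression had medians between -1.18 and -0.16 for hemidesmosome genes and between -0.92 and -0.14 for basal markers in 95% of draws, so the medians of -1.07 and -0.56 did not set these 2 lists apart from genes of like abundance. Luminal mammary markers rose in 9 of 16 cases, with MUC1 at 3.34 and EHF at 2.68, and 3 fell. Squamous differentiation genes rose in 11 of 21 cases, with KRT10 at 2.01, and 2 fell. These last 2 lists had camera adjusted p-values of 0.0313 and 0.00810, and an adjusted p of 0.151 for both with an estimated correlation. With library totals in edgeR their adjusted p-values were 0.208 and 0.0672, and the luminal call was also lost with upper-quartile factors (0.107), with TMM factors (0.0526), in limma-voom (0.0577) and in limma without a trend (0.0715).

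Other lists did not pass camera's threshold. Among 19 enzymes and cofactors of H2B ubiquitination 2 fell, USP22 at -0.62 and WDR61 at -1.14. USP22 was under the fold limit with TMM factors (-0.55), in DESeq2 (-0.57) and with library totals (-0.32). RNF40, an H2B ubiquitin ligase, was at 0.36, or 0.66 and past the fold limit with library totals, and RNF20, its partner, at -0.28, with RNF20 changing sign to 0.02 under library totals. Desmosome genes held 2 rises and 3 falls among 13 (3 and 1 with library totals), matrix proteases 7 rises and 5 falls among 19. The 6 other UBR-box genes held 5 past the adjusted p alone, each under the fold limit. Camera gave adjusted p-values of 0.123, 0.719, 0.797 and 0.841 for the H2B, desmosome, protease and UBR-box lists, and the medians of these 4 lists and of the Wnt inhibitors turned positive when libraries were scaled to their totals. Smaller shifts turned most of them. With TMM factors the desmosome median was 0.036 and the UBR-box median 0.0043. With upper-quartile factors the medians were 0.033 for proteases and 0.078 for Wnt inhibitors, and the H2B median was still negative at -0.082. Median, mean and camera did not share a sign for cadherins, desmosome genes, matrix proteases, Wnt inhibitors and UBR-box genes.

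Of 169 nuclear or non-polyadenylated RNAs, whose share moves with RNA selection and quality, 13 rose and 12 fell, with NEAT1 at 1.36 (camera adjusted p 0.0288, and adjusted p = 0.365 with an estimated correlation). Its median of 0.09 lay within the 0.02 to 0.27 of lists matched on mean expression. With upper-quartile factors 22 rose and 2 fell, and with library totals 44 rose and 1 fell. The list's camera call was also lost with upper-quartile factors (0.0688), library totals (0.144) and limma without a trend (0.0778). Of the 24 measured genes that the study re-tested by qRT-PCR 17 rose and 6 fell, with SAA1 at 2.89 and L1CAM at -2.73 (camera adjusted p 4.40e-04, and adjusted p = 0.0973 with an estimated correlation). That list was chosen on these libraries and is not independent evidence. For each of the 43 lists, the counts of rises and falls adjusted over the list alone equalled those adjusted over all genes.

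**Figure D3:**
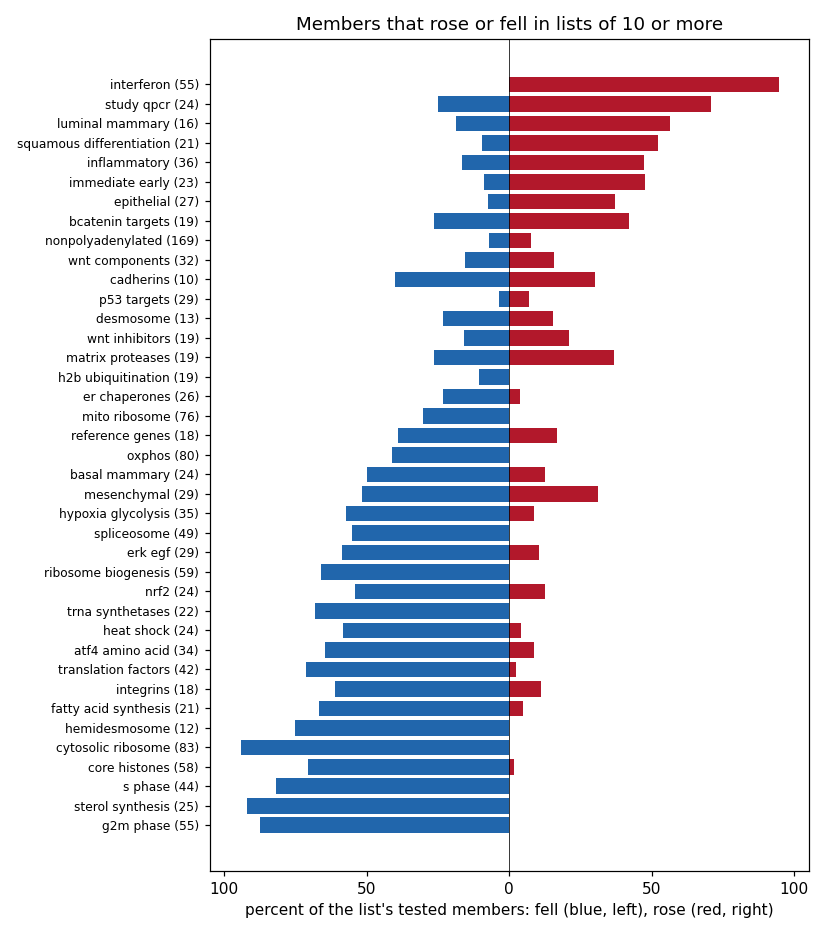
Percent of tested members (horizontal axis) that fell (blue, to the left) or rose (red, to the right) in each gene list with 10 or more tested members, with the number of members in parentheses and lists ordered by median log2 fold change. The interferon list, with 52 of 55 members risen, stands at the top, and the G2 and M phase list, with 48 of 55 fallen, at the bottom.

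The authors' own comparison was set beside these calls. The authors' deposited table of differential genes lists 4924 genes, of which 2348 were higher and 2576 lower in UBR7-shRNA cells. Of the 2386 rises and 2605 falls called here, 2338 and 2570 are in the authors' deposited table with the same direction. Independent lists of these sizes would share about 400.02 and 479 genes. Both sets of calls come from the same libraries and counts, so a large overlap was fixed in advance and is not independent evidence. Across genes, the log2 fold changes of the authors' deposited table and of limma had a Pearson r of 0.999, where genes are not independent replicates. At an unadjusted p under 0.01 and a fold change over 1.5, DESeq2 on the recovered reads gave 4784 genes, and 4746 with an adjusted p in its place. The p-values of the authors' deposited table of all genes gave 4817 genes at the first of these thresholds. An adjusted p under 0.05 with a fold change over 1.5 gave 4925 genes in the authors' deposited table of all genes, and the largest adjusted p in the authors' deposited table of differential genes was 0.0495.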

Values the study reported

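The study reported 2348 up-regulated and 2576 downregulated genes in MCF10A cells with UBR7-specific shRNA. It described the total of 4924 differentially expressed genes as passing p < 0.01 and a fold change above 1.5.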

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

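For the patterns in this part, the splits and the tests of abundance, of scaling and of the hairpin were chosen after the result was seen, and the rule that reads the test of YAP/TAZ targets was changed 3 times after its value was seen (to a margin of 2 SE, then of 1 SE, then to leave open any median within the range of random lists). In 22 rows of the table the gene symbol had become a date, and these rows stayed out of the comparisons. Of these, 5 were higher and 5 lower in the UBR7-shRNA libraries past both thresholds when limma included them, with log2 fold changes from -1.21 to 1.92, and the genes they stand for were not worked out.

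All 10 splits of the 6 libraries into 3 and 3 were fitted. The real split gave 4991 called genes and 10894 past the adjusted p in limma, and 1 of the 10 splits, the real one, reached each number. The highest other split gave 0 by both limma and edgeR, and 33 genes at an unadjusted p under 0.05 in limma. The 10 splits are too few for a share under 0.05. Each other split also put libraries of both groups on each side. The real difference then counted as spread within the sides, so the lack of calls there was fixed in advance.

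The fall of cell-cycle genes is the first pattern. The 99 S and G2/M genes had a median log2 fold change of -1.69, below the range of -0.21 to 0.04 that holds 95% of random lists matched on mean expression, and no other scaling moved the median of all genes by more than 0.296, which argues against the abundance trend and the authors' scaling as its source. Cells at a higher density or in a resting growth state were tested through YAP/TAZ targets. Their median of -0.26, with 2 risen and 6 fallen of 21, lay within the -0.48 to 0.12 of matched random lists. The bound set beforehand counted any median above the lower end against this state, so by it the result went against the state. The later rule leaves a median within the range open, and could count against the state only if the targets rose together. By that rule such a state stays open. An effect of the loss of UBR7 itself also stays open and was not tested.

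The rise of interferon-stimulated genes is the second pattern. Its median of 1.91 lay above the range of -0.34 to 0.01 of matched random lists and above the largest scaling shift of 0.296, which argues against abundance and scaling as its source. By the study's legends the control cells carried a scrambled hairpin, which would put the vector in both groups. The labels and columns of the control libraries name no hairpin, so this was not established for these libraries. The study also measured differential genes by qRT-PCR with UBR7-sh2, but those values were not among the data used here. A response to the vector or to this hairpin's own sequence rather than to the loss of UBR7 could raise the same genes. With 1 hairpin group against UBR7 in the series these cannot be told apart. An effect of the loss of UBR7 itself stays open and untested.

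Abundant genes tended to be lower and scarce genes higher in UBR7-shRNA cells. The median log2 fold change went from 0.50 in 1249 genes below 6 on the log2 scale of mean counts to -0.94 in 179 genes above 14, and the slope was -0.11 per log2 unit. With GC content and transcript length in the model 110.1% of the slope remained, and without the 666 members of highly expressed lists 93.7% remained, which argues against both as the whole cause. Reads from genomic DNA could raise scarce genes, and were predicted to leave nearly all genes with the fewest reads per kilobase higher. Of these 1253 genes 52.7% were higher at the adjusted p. A further 16.8% were lower at it, short of the 20% set as the bound against this source. Reads from genomic DNA and a biological difference between the groups stay open.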

How the results depend on the processing

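UBR7 was lower in each alternative, with log2 fold changes from -2.68 to -2.30 and adjusted p-values up to 1.41e-06. Genes past the adjusted p numbered 10432 to 11529. Scaling to library totals gave 4064 rises and 1408 falls in edgeR and 4051 and 1407 in limma, because the median of all genes moved by 0.296. An adjusted p under 0.01 with a fold change over 2 left 1099 rises and 1102 falls, as stricter thresholds do. With an estimated correlation 2 of 42 lists passed in place of 28, interferon and G2/M. Leaving out each library in turn gave 2315 to 2401 rises, 2559 to 2666 falls and 28 lists. In all 6 of these fits 2036 rises and 2350 falls kept their call, 157 called genes lost the adjusted p in at least 1 fit, and all 4991 called genes kept their sign in limma.

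With library totals the sign reversed in edgeR for BTRC (0.20), CDH1 (0.0521), GSK3B (0.15), LRP6 (0.28) and RNF20 (0.0203), and in limma for BTRC (0.20), CDH1 (0.0523), GSK3B (0.15), LRP6 (0.28) and RNF20 (0.0196). With upper-quartile factors it reversed for GSK3B (0.0276) and LRP6 (0.15). Both scalings shift all genes upward. By the adjusted p alone, named genes other than UBR7 kept their side in 3486 fits. A change of sign between fits that both missed it was not counted. With the sign kept, genes passed it newly in 19 fits (LRP5 and ZEB1) and no longer in 3. The 12 reversals above are counted apart. In them LRP6 and BTRC newly passed it, while CDH1, RNF20 and, with upper-quartile factors, GSK3B no longer did. With the fold limit added, 3463 of 3520 fits gave the same call, 51 lost one (14 genes, among them CCND1, PKP3 and USP22, just past the limit) and 6 gained one (CLDN7, DVL2 and RNF40). Camera calls of lists were gained in 6 fits and lost in 38, of which 26 with the estimated correlation. The estimated correlation was 0.0091 for integrins, 0.0051 for inflammatory genes and -0.0080 for EGF and ERK genes, not above the preset 0.01. Their calls were lost with it all the same, so a higher correlation of members was not the cause there. In other lists it was higher, up to 0.695 for cytosolic ribosomal proteins. The cause of the other gains and losses was not tested. The setting without a filter equals the main one, since edgeR's filter removes 0 genes. The tools limma-voom and DESeq2 and both pseudocounts moved no count of called genes by over 1.5 times. Rises outnumbered falls with both tools and in each edgeR fit, none of which used the authors' own factors. The replicate numbers did not pair the libraries, with correlations of deviations of 0.04, 0.02 and -0.02, and 4 of 6 libraries correlated best with their own number. A replicate block in limma gave 2387 rises and 2605 falls. Depth, at 23450268 reads or more, and the floor of the table limit what can be said of scarce genes.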

Other observations

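The complement and antigen presentation list and the test of UBR7 against S-phase genes were chosen after values were seen, and so was the margin around the lysosomal median, first of 2 SE and then of 1 SE. Complement and antigen presentation genes rose in 21 of 28 cases, with a median log2 fold change of 1.33. Of these genes 7 are also in the interferon list, and of the remaining 21 there were 14 that rose. HLA-B, which presents peptides to T cells, went from 4960.4 ± 53.1 to 27401 ± 454 normalized counts (SD, n = 3), and the complement inhibitor SERPING1 from 19.7 ± 8.61 to 111 ± 18.0. The immunoproteasome subunit PSMB9 rose by 2.58 on the log2 scale and complement C3 by 1.22. These 4 genes were picked after their values were seen, and HLA genes share sequence with each other.

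Some markers in these libraries had the direction that the study described from separate qRT-PCR, blot and staining experiments, and others the opposite one. The study described higher Ki-67, PCNA and MCM2 and lower DKK1 after UBR7 knockdown, with lower CLDN1 and higher CDH2, SNAI2 and VIM. In these libraries all of these went the other way, with CLDN1 at 1.48, CDH2 at -0.93, SNAI2 at -1.05 and VIM at -1.48. MKI67 was at -2.95, PCNA at -0.96, MCM2 at -1.58 and DKK1 at 1.80 on the log2 scale. These values are scaled by library, whereas the study's primers include GAPDH and an actin. Which reference its qRT-PCR used is not stated. In these libraries GAPDH fell by 2.01 on the log2 scale, and ACTB fell too. PCNA, MCM2, CDH2, SNAI2 and VIM fell less than GAPDH, so relative to it they would be higher. MKI67 fell further, and CLDN1 and DKK1 rose. The lower KRT18 (-1.76) and the higher TWIST1 (1.03), FZD2 (0.83) and FZD3 (0.59) had the study's direction, as did CDH4 (-3.96), which the study took from its sequencing. CDH1 (-0.24), CLDN7 (0.30), ZEB1 (0.16), DVL2 (0.40), LRP5 (0.06) and LRP6 (-0.02), also described by the study, did not pass the fold limit. The study also described β-catenin target genes as activated without UBR7. Of those it named, MMP7 (4.75) and AXIN2 (0.85) rose, MYC (-0.73) and CCND1 (-0.63) fell, and PTGS2 (0.16) did not pass the fold limit. The calls of AXIN2, MYC and CCND1 were lost in some alternatives. SNAI1, WNT3A and ROR2 were not among the tested genes.

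UBR7 is itself counted among S-phase genes in single-cell work, so its fall is not a pure check of the hairpin. Of 44 other S-phase genes 8 (BLM, CDC45, CDC6, DTL, EXO1, GINS2, RRM2 and UHRF1) fell further than the -2.60 of UBR7, which lay within the range of -3.64 to -0.15 that holds 95% of them. The median of these genes was -1.28, a smaller fall than that of UBR7. So wide a range would also hold a fall due to the hairpin alone. The test therefore cannot tell whether lower expression of S-phase genes as a group contributed to the fall of UBR7.

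Seed matches of either hairpin in 3′ UTRs were tested as a source of the falls. Among 896 7-mers of its GC count, its own included, 57.7% had a mean residual as low as the UBR7-sh1 site GTTATTT, which 2911 of 11743 genes carry. For the UBR7-sh2 site CAGCTTA it was 55.6% of 4480 7-mers. Neither lay in the lowest 5% that was set beforehand. The test does not cover another hairpin, and the columns of the table read "Sh4". Lysosomal genes had a median of 0.0809, above the upper bound of -0.00269 of matched random lists, which by the bound set beforehand is a common rise, but by less than its SE of 0.0990. With 7 members risen and 6 fallen, no common rise was shown once the later margin was applied.

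UBR7-shRNA replicate 2 stood apart for a pair of short transcripts, chosen after their values were seen. MIR6087 was at 6352 normalized counts there, against 376 and 698 in the other UBR7-shRNA libraries. MTRNR2L10 was at 2008 there, against 409 and 441.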
